A study of Mus musculus with 45 samples.

How the data were processed

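Gene expression was measured by bulk RNA-seq in 45 mouse libraries that fall into 15 groups of 3. Mouse embryonic fibroblasts (MEFs) carried a doxycycline-inducible MyoD, the muscle transcription factor, and a nuclear GFP reporter of Pax7, a transcription factor of muscle stem cells. They were profiled untreated and after 2, 4, 6, 8 and 10 days of doxycycline, alone or with the small molecules that the labels call F/R/C. The other 4 groups were established bulk induced myogenic progenitor cells (iMPCs), Pax7-GFP-positive iMPCs purified by cell sorting, bulk primary myoblasts, and sorted Pax7-GFP-positive myoblasts. Groups and replicate numbers were taken from the sample titles.

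Per the labels' protocols, libraries were stranded and poly-A selected, and were sequenced from a single end on a NovaSeq. Per the file headers, each deposited file gives the length, effective length, estimated counts and TPM of every transcript in the layout of kallisto, a program that assigns reads to transcripts without a genome alignment. The program's version, its settings, the transcript release and the genome build are not stated. The authors' estimated counts are not normalised, and a read that fits several transcripts is divided between them. The authors' deposited TPM values are scaled to transcript length and to a fixed sum, so they keep no depth. The effective lengths showed that the libraries were not all quantified with the same settings. The median of length minus effective length, plus 1, was 152.81 bases in all unsorted libraries and 180.03 bases in the 6 sorted ones, so sorting and this setting cannot be told apart.

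Of the 121843 transcripts in the files, 121104 matched a transcript of GENCODE release M21 (GRCm38) and 739 did not. The matched transcripts held from 99.4% to 99.8% of the reads of each library. Estimated counts were summed over the transcripts of each of 35675 genes and then rounded to whole numbers. Gene symbols and coordinates come from M21, which need not be the annotation used by the authors. In 22514 genes every library had a whole count before rounding; in the others some reads were divided with another gene, and near-identical copies among them are uncertain. Totals ran from 15.6 to 36.3 M reads, with a median of 22.1 M. The smallest detectable level was taken as 3 reads. Floors cover counting error only, since reads without molecular identifiers are not independent molecules.

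Comparisons across genes used the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (TMM normalisation, filterByExpr by group, glmQLFit, glmQLFTest). All 45 libraries were fitted in 1 model with a coefficient per group and no replicate block, which left 30 residual degrees of freedom. The filter kept 17325 genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Standard errors were derived from the log2 fold change and the F statistic. In contrasts that combine several days, genes without reads in 1 of the groups cannot be tested well. This held for 534 genes in the average over days, 127 of them without reads in both arms on some day, and for 407 genes (109 of them) in the contrast of day 10 with day 2. Pax7 and Myf5 are among them and were not called in either contrast. A fold against a group with at most 3 reads in every library was computed against that floor and is given as a lower bound. The floor was taken from read totals without TMM scaling, which put it too low in the groups of MyoD alone. No bound against those groups is given.

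On simulated data drawn from the real libraries' means and sizes, with 200 of 17325 genes changed 4-fold, the fit called 130 genes, of which 128 were changed ones (64.0% of those changed) and 2 were false. The direction was right for 193 of the 200. Each gene was simulated with the same dispersion in every group, so groups of unequal spread were not tested.

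The genes of 4 panels were fixed before the data were examined, each with 12 genes: progenitor (Pax7, Myf5, Heyl, Chodl, Cdh15, Sdc4, Cxcr4, Calcr, Spry1, Itga7, Vcam1 and another gene that is not reported here), differentiation (Myog, Mymk, Ckm, Acta1, Tnnt1, Tnnt3, Myh3, Mylpf, Ttn, Actn2, Myl1, Mef2c), fibroblast (Thy1, Col1a1, Col1a2, Col3a1, Fn1, Postn, Pdgfra, Pdgfrb, Twist2, Prrx1, Lum, Dcn) and proliferation (Mki67, Top2a, Ccnb1, Cdk1, Ccna2, Bub1, Aurkb, Plk1, Birc5, Cdc20, Kif11, Tpx2). A library's score was the mean over the panel of log2 CPM (counts scaled by TMM library size) with a prior count of 2. Similarity to iMPCs was the Pearson correlation, across genes, of a library's log2 CPM with the mean profile of the bulk iMPC libraries. These 5 values were compared between treatments with a two-sided permutation test of labels within days (100000 resamples, smallest p 1.0e-05), adjusted over the 5 tests. On a single day, 3 libraries against 3 cannot give a p below 0.1.

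Besides the panel genes, the text names, for each comparison it describes, up to 3 genes with the largest positive and 3 with the largest negative log2 fold change. They had to be called, to have a mean of at least 10 CPM in the higher group and to show no overlap between replicates. This rule was also fixed before the data were examined; which of the genes it allows are printed was decided after their values were seen. Myod1, named as the induced gene, and the sex-linked genes fall outside this rule, as do 3 genes of day 8 that were chosen after their values were seen. The replicate numbers in the titles are shared between groups. Whether they pair libraries was checked by the correlation, across genes, of same-numbered libraries' deviations from their group means. A replicate block was an alternative, with separate terms for the time course with MEFs and for the 4 other groups; for the 5 single values it was an exact test of the 32768 sign flips of 15 same-numbered pairs.

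The other alternatives, also chosen before the data were examined, were DESeq2 1.42.0, RLE size factors, no filter on low counts, a mean of at least 1 CPM, only the libraries of the groups compared, no minimum fold change, limma 3.58.1 on log2(TPM + 1), and leaving out each replicate in turn. For the single values they were a prior count of 0.5, RLE factors, log2(TPM + 1), the panel median, Spearman's rho, the 1000 most variable genes and another reference profile. No alternative was added later. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for sums, permutations and plots. Reads of transcripts outside M21 entered no comparison between groups.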

Results

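Bulk RNA-seq profiles were compared along 2 routes that start from the same fibroblasts. MEFs induced to express MyoD alone, which turns them into multinucleated myotubes, were sampled after 2, 4, 6, 8 and 10 days of doxycycline. MEFs that received MyoD together with F/R/C, the treatment that yields iMPCs, were sampled on the same days. Untreated MEFs were the starting point. Established bulk iMPCs, sorted Pax7-positive iMPCs, bulk primary myoblasts and sorted Pax7-positive myoblasts served as references. Each of the 15 groups had 3 libraries. Total estimated reads ranged from 15.6 to 21.3 M in MEFs, from 19.9 to 28.2 M with MyoD alone and from 17.1 to 26.7 M with MyoD and F/R/C. The totals were 17.8 to 22.3 M in Pax7-positive iMPCs, 17.5 to 24.2 M in Pax7-positive myoblasts, 22.02 to 35.5 M in bulk myoblasts and 33.2 to 36.3 M in bulk iMPCs.

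Replicates of a group correlated with r from 0.929 to 0.984 across genes (45 pairs), and their counts differed by more than sampling noise, with a chi-square per degree of freedom of at least 28.2, so each library was counted once. Sex-linked transcripts separated the replicate numbers. In the 33 libraries of the time course and MEFs, all 11 with the number 3 had 146 to 180 CPM of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty combined and at most 0.414 CPM of Xist, the X-inactivation transcript. The other 22 had 262 to 677 CPM of Xist and at most 3.12 CPM of the Y-linked genes. All 6 iMPC libraries followed the same numbering, while same-numbered bulk and sorted myoblasts matched in 2 of 3 cases. The correlation of same-numbered deviations over the 55 pairs of groups in the time course averaged 0.264.

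A second split followed depth. The 4 deepest libraries, the 3 bulk iMPC libraries and replicate 2 of the bulk myoblasts, held at least 33.0 M matched reads against at most 28.1 M in the other 41. Expression of 270 of the 17325 genes tested lay wholly above or wholly below the other 41 libraries in these 4. With replicate 1 or replicate 3 of the bulk myoblasts in place of replicate 2, the number was 13 or 9. Since all bulk iMPC libraries were among the deepest, this split and the bulk iMPC group cannot be told apart. The 6 sorted libraries had also been quantified with another fragment-length setting, so a comparison of sorted with unsorted cells carries that difference as well.

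**Figure D1:**
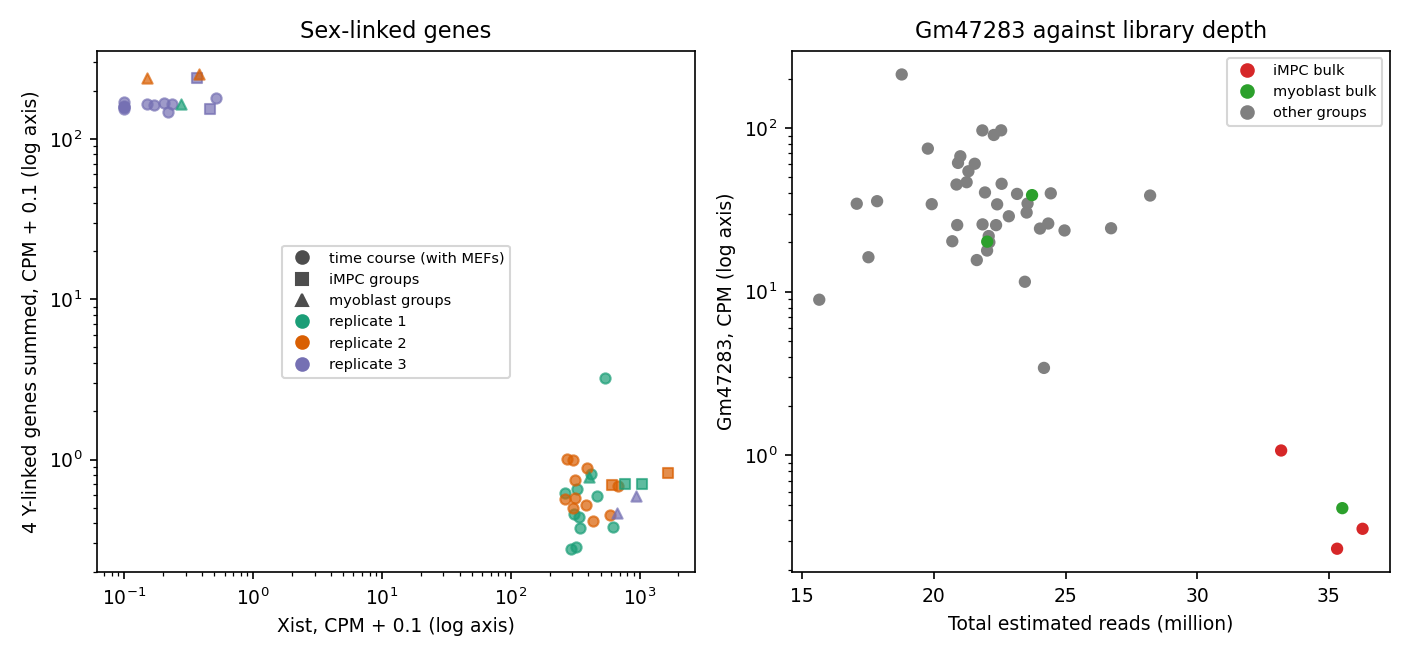
Left, CPM of Xist and of 4 Y-linked genes summed (log axes, 0.1 added) in each library, coloured by replicate number and shaped by kind of sample. Right, CPM of Gm47283 (log axis) against total estimated reads (M); the 4 deepest libraries lie between 0.269 and 1.07 CPM, and the other 41 between 3.42 and 213 CPM.

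Myod1, the induced gene (chromosome 7, 46376474 to 46379099 in GRCm38), was examined first. It averaged 3.55 ± 4.58 CPM (SD, n = 3) in MEFs, with 0.761 to 8.84 CPM in single libraries. With MyoD alone it averaged 2625 ± 837 CPM on day 2, 3290 ± 1647 CPM on day 4 and 1129 ± 777 CPM on day 10 (SD, n = 3 each). With F/R/C it averaged 959 ± 344 CPM on day 2, 1106 ± 232 CPM on day 4 and 792 ± 193 CPM on day 10. The levels were 112 ± 17.1 CPM in bulk iMPCs, 199 ± 60.6 CPM in Pax7-positive iMPCs, 678 ± 317 CPM in bulk myoblasts and 563 ± 219 CPM in Pax7-positive myoblasts. Transgenic and endogenous transcripts were not told apart.

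The changes from MEFs were called with edgeR's quasi-likelihood test. On day 2 of MyoD alone 3889 genes were called, 2136 higher and 1753 lower than in MEFs. The alternative that moved this count most, with no minimum fold change, called 6317. On day 2 with F/R/C 3531 genes were called, 1984 higher and 1547 lower. On day 10 the numbers were 3279 genes (2475 higher, 804 lower) with MyoD alone and 6025 genes (3293 higher, 2732 lower) with F/R/C. Mb had no reads in MEFs and averaged 83.9 ± 14.8 CPM on day 2 of MyoD alone, at least 436-fold above the MEF floor (adjusted p 1.3e-07); with F/R/C it averaged 12.7 ± 6.86 CPM, at least 65.8-fold above it (adjusted p 1.4e-05). Agtr2 fell from 243 ± 81.7 CPM in MEFs to 1.06 ± 0.418 CPM on day 2 of MyoD alone (log2 fold change -7.82, SE 1.61, adjusted p 2.9e-04). Nsg2 was at least 436-fold higher in the same comparison, and Lum was lower (log2 fold change -8.68, SE 1.80), although Lum varied widely among MEF libraries (83.0 ± 120 CPM). With F/R/C on day 2, B3galt2 was at least 53.5-fold higher and Pdzd2 was lower by a log2 fold change of -5.99 (SE 0.77).

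On day 10 of MyoD alone, Art1 (129 ± 71.1 CPM) and Frem2 (125 ± 66.4 CPM) were at least 669-fold and 648-fold above the MEF floor. Entpd1 and Tenm4 had log2 fold changes of -4.98 (SE 0.65) and -4.65 (SE 0.84). On day 10 with F/R/C, Frem2 (128 ± 47.3 CPM) was at least 663-fold and Scn4a (91.1 ± 52.1 CPM) at least 473-fold above it. Cldn1 had a log2 fold change of -7.64 (SE 1.23), and Dynap, at 12.8 ± 10.6 CPM in MEFs, was at least 79.7-fold lower. In edgeR's test the adjusted p was at most 6.7e-05 for each of these 8 results.

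**Figure D2:**
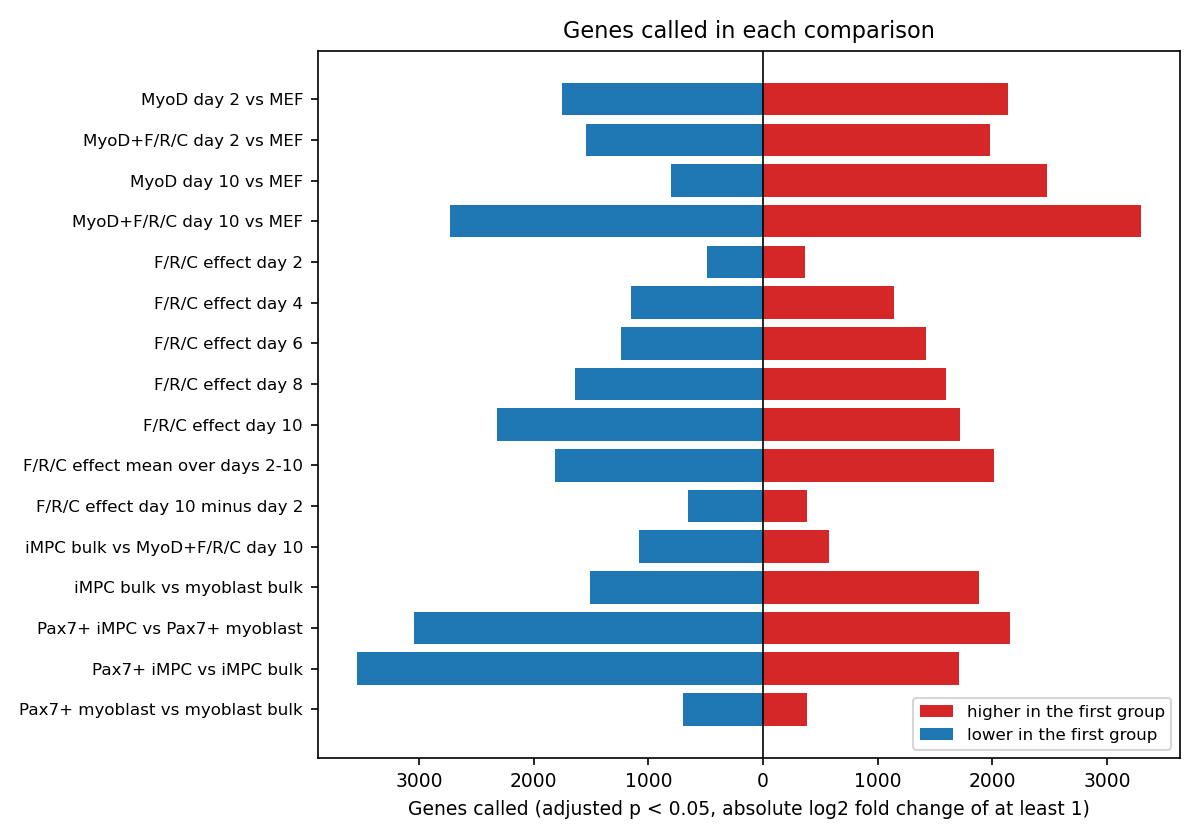
Number of genes called in each of the 16 comparisons, higher (red, right) or lower (blue, left) in the first group named, at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. F/R/C effects are MyoD with F/R/C against MyoD alone; their number is 854 genes on day 2 and 4037 on day 10 in the fit of all libraries, and 1420 and 3043 in fits of the groups compared.

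What F/R/C changes in cells that express MyoD was asked day by day. F/R/C against MyoD alone gave 854 genes on day 2 (369 higher, 485 lower), 2294 on day 4 (1140 higher, 1154 lower), 2663 on day 6 (1426 higher, 1237 lower), 3233 on day 8 (1594 higher, 1639 lower) and 4037 on day 10 (1717 higher, 2320 lower). Same-numbered deviations correlated with r of 0.36, 0.30, 0.30, 0.18 and 0.19 on these days. With the replicate number as a block the counts were 1216, 2720, 3086, 3661 and 4370. The rise over days was smaller and not steady when each fit held only the groups compared, with 1420, 2493, 2809, 2770 and 3043 genes, or 1823, 2840, 3135, 2794 and 2942 with the replicate block. Averaged over the 5 days 3823 genes were called (2012 higher, 1811 lower), and 3852 with the block (r 0.27 over 15 pairs). The effect on day 10 minus that on day 2 gave 1041 genes, 388 with a more positive and 653 with a more negative effect on day 10; with the block it gave 1743 (r 0.28). That count moved with the processing, down to 649 genes without a filter on low counts, where 359 were positive and 290 negative.

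Adamts15 (chromosome 9, 30899155 to 30922452) and Mstn (chromosome 1, 53061640 to 53068079) were among the 3 genes raised most by F/R/C over the 5 days. Adamts15 averaged 27.3 CPM with F/R/C and 0.0781 CPM without (log2 fold change 8.82, SE 0.57, adjusted p 3.2e-14). Mstn averaged 464 and 2.68 CPM (log2 fold change 7.42, SE 0.51, adjusted p 1.1e-13). Both were already higher on day 2. Adamts15 then averaged 12.4 ± 11.5 CPM with F/R/C and had at most 3 reads in every MyoD-only library. Mstn had a log2 fold change of 7.51 (SE 1.15). Pkd2l1 averaged 10.9 CPM with F/R/C and 0.0189 CPM with MyoD alone, where it had at most 3 reads in every library. Aldh3b3 (log2 fold change -7.12, SE 0.34, adjusted p 1.8e-16) and Tfpi2 (-6.44, SE 0.53, adjusted p 5.2e-12) were among the genes lowered most. On day 2, Ctrb1 was at least 88.1-fold lower with F/R/C and Adamtsl2 had a log2 fold change of -6.31 (SE 0.74).

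Pax7 (chromosome 4, 139737062 to 139833528) rose with F/R/C over the course. It had no reads on day 2 and averaged 0.541 ± 0.562 CPM on day 4, 4.63 ± 4.26 CPM on day 6, 30.3 ± 0.897 CPM on day 8 and 63.6 ± 14.8 CPM on day 10 (SD, n = 3). With MyoD alone its highest group mean was 0.0931 ± 0.0912 CPM, on day 10, when the log2 fold change was 9.44 (SE 0.72, adjusted p 6.4e-10 in edgeR's test). Myf5 had no reads in MyoD-only libraries except 1 read on day 8, and averaged 3.61 ± 1.81 CPM on day 10 with F/R/C. The genes raised most on day 10 also included Dbx1 (chromosome 7, 49631499 to 49636849, 16.7 ± 2.97 CPM) and Lhx3 (chromosome 2, 26200212 to 26208289, 12.1 ± 11.3 CPM). Neither had reads in the MyoD-only libraries of that day. Lhx3 differed between replicates, from 1.17 to 23.8 CPM. Fbln2 (log2 fold change -7.04, SE 1.05) and Aldh3b3 (at least 159-fold) were among the genes lowered most on that day.

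**Figure D3:**
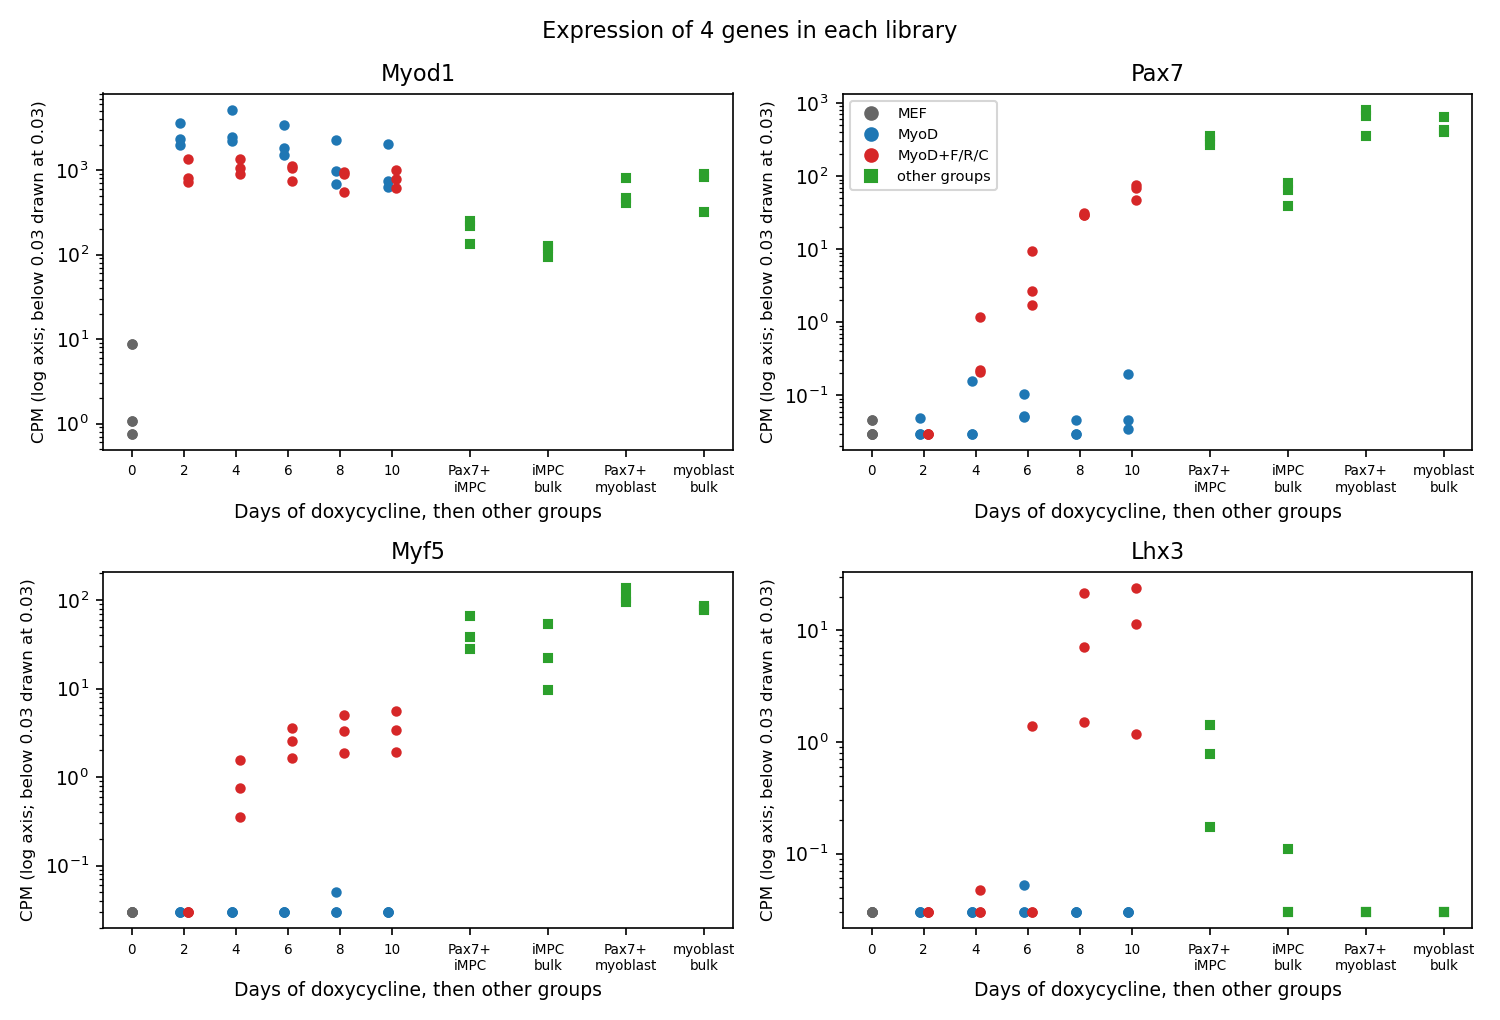
CPM (log axes) of Myod1, Pax7, Myf5 and Lhx3 in each library by day of doxycycline (MEFs at the left, MyoD alone in blue, MyoD with F/R/C in red) and in the 4 other groups (green squares); values under 0.03 are drawn at 0.03. Pax7 reaches 63.6 CPM on average on day 10 with F/R/C and 0.0931 CPM with MyoD alone.

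The panel scores asked whether these changes extend to sets of genes fixed beforehand. The progenitor score was higher with F/R/C by 1.05 on the log2 scale over the 5 days (permutation p 1.0e-05, the smallest possible; adjusted 1.7e-05; 6.1e-05 in the exact paired test with the replicate block, also the smallest possible). Both tests take the days as independent, although same-numbered libraries shared deviations and sex-linked transcripts across days. These p-values can therefore be too small, as can those of the other scores and of similarity below. The difference in the progenitor score was 0.16 on day 2 and 1.96 on day 10. On all 5 days every F/R/C library lay above every MyoD-only library. On day 10 the scores were 4.87 ± 0.11 with F/R/C and 2.92 ± 0.35 without, against 5.12 ± 0.23 in bulk iMPCs and 0.97 ± 0.14 in MEFs. The panel was not uniform: averaged over the 5 days, Heyl (log2 fold change 2.62, SE 0.29) was higher with F/R/C, and Chodl was lower (-3.99, SE 0.40). On day 2 these directions did not hold. Heyl was then lower with F/R/C in each same-numbered pair (35.5, 57.1 and 70.6 against 58.5, 78.4 and 111 CPM). Chodl had at most 0.938 CPM in both arms on that day and no common direction.

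The proliferation score was higher with F/R/C by 1.53 (permutation p 1.0e-05, adjusted 1.7e-05; replicate block, exact p 6.1e-05), and again no F/R/C library on any day lay below a MyoD-only library. The size of the difference depended much on replicate number 2, whose gap was the widest on every day. On day 10 replicates 1, 2 and 3 scored 6.52, 6.26 and 5.37 with F/R/C. With MyoD alone they scored 5.21, 2.19 and 5.14. Mki67 had a log2 fold change of 1.11 (SE 0.27, adjusted p 6.3e-04 in edgeR's test). Averaged over the 5 days the differentiation score did not differ detectably: F/R/C changed it by -0.10 (permutation p 0.513; replicate block, exact p 0.492), less than the spread between replicates. On day 2 the difference was -0.63 and all 3 same-numbered pairs were lower with F/R/C; on days 4, 6, 8 and 10 it was 0.01, 0.05, 0.08 and -0.04. It rose from -0.03 ± 2.59 in MEFs to 10.64 ± 0.35 on day 4 of MyoD alone and 10.65 ± 0.28 with F/R/C. The large spread in MEFs came from replicate 1, at 2.95, while the lowest MEF library was at -1.63.

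The fibroblast score was higher with F/R/C by 0.47, which did not pass the permutation test (p 0.0825, adjusted 0.103), whereas the exact paired test with the replicate block gave p 0.00507. The average covers days of opposite direction. The difference was 0.78, 0.87, 0.64 and 0.31 on days 2, 4, 6 and 8 and -0.26 on day 10. All 3 same-numbered pairs were higher with F/R/C on days 2, 4 and 6, 2 of 3 on day 8, and all 3 were lower on day 10; a test on a single day cannot pass with 3 libraries against 3. Its genes moved in opposite directions. Fn1 (log2 fold change -3.69, SE 0.34) and Col1a1 (-1.72, SE 0.34) were lower with F/R/C, and Lum (5.50, SE 0.72) and Dcn (3.38, SE 0.62) were higher, each with an adjusted p of at most 4.5e-05 in edgeR's test.

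**Figure D4:**
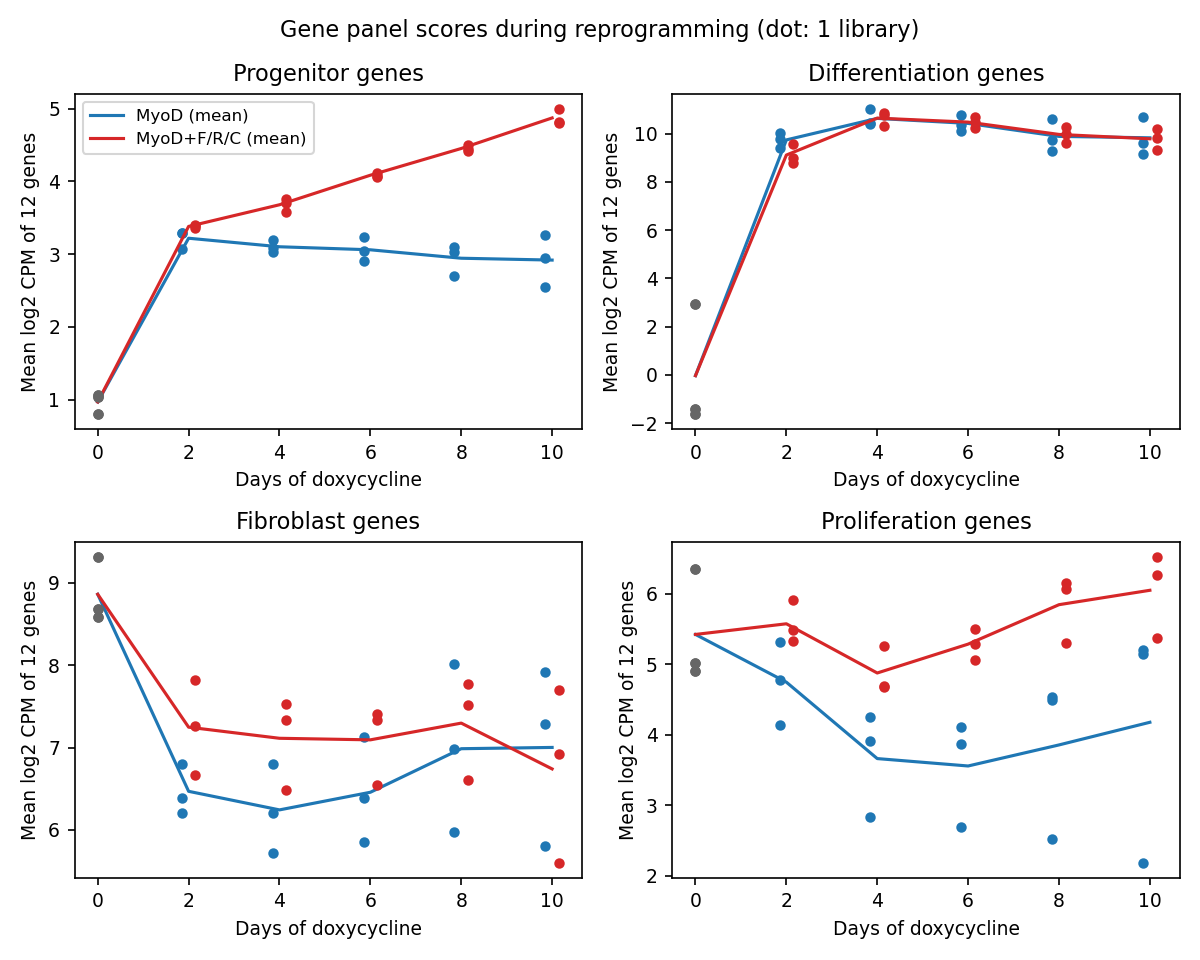
Mean log2 CPM of the 12 genes of each panel in every library (dots) by day of doxycycline, with the mean of each treatment as a line (MyoD alone in blue, MyoD with F/R/C in red, MEFs in grey). The progenitor scores part from 0.16 on day 2 to 1.96 on day 10, while the differentiation scores overlap on every day.

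Similarity to established iMPCs was higher with F/R/C by 0.0496 in r across genes over the 5 days (permutation p 1.0e-05, adjusted 1.7e-05; replicate block, exact p 6.1e-05). Genes are not independent replicates, and the test compares libraries. MEFs correlated with the mean bulk iMPC profile at 0.834 ± 0.0142 (SD, n = 3). With F/R/C the value was 0.927 ± 0.00475 on day 2 and 0.952 ± 0.00527 on day 10. With MyoD alone it was 0.902 ± 0.00405 on day 2 and 0.898 ± 0.00762 on day 10. Over the 1000 most variable genes the difference was 0.294, the largest change among the alternatives. The deepest libraries include the bulk iMPC reference but none of the libraries compared here.

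**Figure D5:**
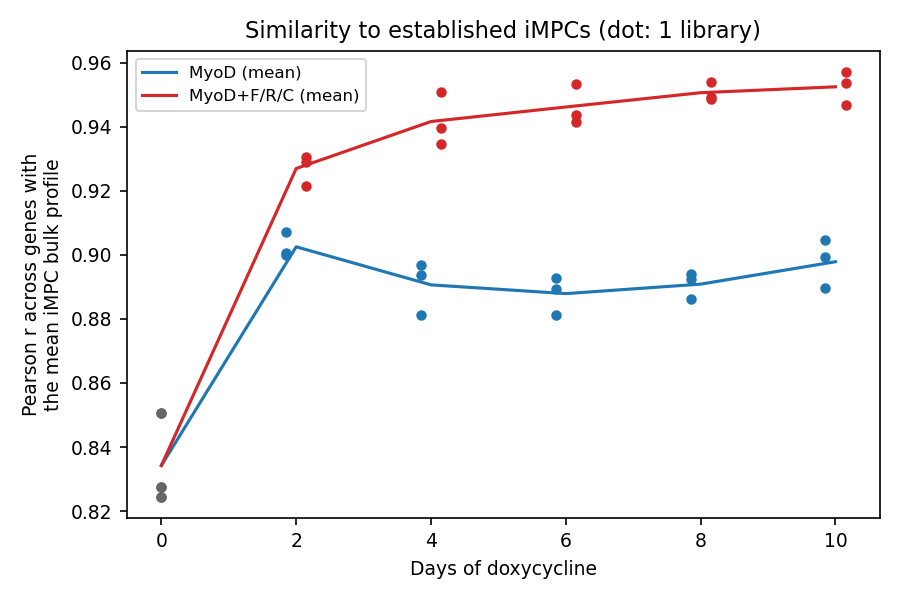
Pearson r across genes of each library with the mean bulk iMPC profile (dots), by day of doxycycline, with the mean of each treatment as a line. F/R/C libraries rise from 0.927 on day 2 to 0.952 on day 10 on average, and the means of MyoD-only libraries lie between 0.888 and 0.902, with single libraries from 0.881 to 0.907.

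How far cells on day 10 with F/R/C stand from established iMPCs was asked next. In bulk iMPCs 577 genes were higher and 1081 lower than on that day, 1658 in all. Of these, 122 were among the 270 genes that set the 4 deepest libraries apart, and no library of either group allows the comparison within a depth class. Car9 (log2 fold change 4.42, SE 0.93, adjusted p 0.0011) and Pvalb (4.33, SE 0.81, adjusted p 3.6e-04) were higher in bulk iMPCs. Lhx3 was lower (0.0365 ± 0.0632 CPM, log2 fold change -8.17, SE 1.75, adjusted p 0.0033), but it was not called by DESeq2 (adjusted p 0.133; from 8.0e-05 to 0.133 over its 15 alternatives). Myl3 was at least 128-fold lower. Gm47283, a gene on the Y chromosome (90784738 to 90816464) whose reads are divided with other genes, had a log2 fold change of -7.61 (SE 1.08) and followed the depth split. Pax7 averaged 61.7 ± 21.1 CPM in bulk iMPCs and 63.6 ± 14.8 CPM on day 10 with F/R/C, a difference smaller than the spread between replicates.

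Bulk iMPCs were then compared with bulk myoblasts, their counterpart from muscle. In bulk iMPCs 1888 genes were higher and 1508 lower, 3396 in all. That fit pools the spread of each gene over all groups, while the bulk myoblast libraries differed widely. Their differentiation scores were 10.39, 9.87 and 5.77. With only the groups compared in the fit, 1265 genes were called. Replicate 2 was the sole bulk myoblast library among the deepest, too few for a test within that class. Of the 3396 genes, 71 were among the 270 that set the deepest libraries apart. Slit3 (57.5 ± 76.5 CPM) was at least 421-fold and Dbx1 (23.1 ± 20.1 CPM) at least 169-fold above the myoblast floor. Cldn4 was at least 302-fold and Hoxc11 at least 169-fold lower, with Cldn4 at 27.4 ± 45.9 CPM in myoblasts. Pax7 was lower in bulk iMPCs than in bulk myoblasts (489 ± 130 CPM; log2 fold change -2.99, SE 0.46, adjusted p 1.3e-05 in edgeR's test).

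Among sorted Pax7-positive cells, 2153 genes were higher and 3046 lower in iMPCs than in myoblasts, 5199 in all. Both groups shared the fragment-length setting, and their sex composition differed: 1 of 3 iMPC and 2 of 3 myoblast libraries expressed the Y-linked genes. Pax7 itself averaged 306 ± 43.7 CPM in iMPCs and 612 ± 238 CPM in myoblasts and was not called (log2 fold change -0.999, SE 0.43, adjusted p 0.055). Dlk1 (317 ± 295 CPM) was at least 1844-fold and Col6a6 (157 ± 150 CPM) at least 911-fold above the myoblast floor, with wide spreads among iMPC replicates. Dynap was at least 103-fold and Glp1r at least 73.0-fold lower in iMPCs. In edgeR's test the adjusted p of these 4 genes was at most 7.1e-05. Calcr averaged 6.51 ± 9.03 CPM in Pax7-positive iMPCs and had at most 2 reads in any Pax7-positive myoblast library.

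The sorted cells were also set against their bulk cultures. In Pax7-positive iMPCs 1712 genes were higher and 3543 lower than in bulk iMPCs, 5255 in all, of which 149 were among the 270 that set the deepest libraries apart. The median log2 fold change of all genes tested was -0.13 with TMM and -0.10 with RLE factors; on day 10 with F/R/C against MEFs it was 0.08 and 0.12. Whether these medians reflect scaling or real changes was not tested. Pax7 was higher in sorted cells (log2 fold change 2.31, SE 0.45, adjusted p 9.9e-05), as were Bmp7 (6.49, SE 0.84) and Chodl (5.98, SE 0.91), and Igfn1 was lower (-7.22, SE 1.33). In Pax7-positive myoblasts 382 genes were higher and 698 lower than in bulk myoblasts, 1080 in all, and 1295 with the replicate block (r of same-numbered deviations -0.14). With only these 6 libraries in the fit no gene was called, while 1423 had an unadjusted p under 0.05. Olfml2a (log2 fold change 4.00, SE 0.94) and Cyp2d22 (3.88, SE 0.75) were higher and Prl2c2 (-8.25, SE 1.49) was lower in sorted myoblasts. Rps27rt was at least 780-fold lower. Prl2c2 and Rps27rt share reads with near-identical copies, and their levels are uncertain.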

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

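The tests of library size, of the genes with the most reads, of GC content, of gene length and of shared reads were chosen before their results were seen. The exchange of days within replicate numbers was added after the count of label splits was seen, and the test of transcript identifiers was chosen once reads had been seen in unmatched transcripts.

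The effect of F/R/C differed between day 10 and day 2 of treatment for 1041 genes in a direct test of the difference. Thinning every library to the smallest total left 994 genes, and removing the 50 genes with the most reads left 998. A correction for GC content in each library gave 1042 genes and one for gene length gave 1008. Of the 1041 genes, 880, 923, 943 and 937 were also called in these 4 fits, in that order. The trends estimated were small: the GC correction moved the log2 fold change by a median of 0.08 and by 0.13 at the 95th percentile, and the length correction by 0.07 and 0.11, against a minimum of 1 for a call. Genes with whole counts in every library were called 1.23 times as often as other genes of matched mean expression, so the calls were not concentrated among genes with divided reads. The calls thus remained for the most part under the 4 corrections, while a bias that such smooth trends do not capture was not tested. Chance was examined by exchanging labels. In fits of the 12 libraries, 5 of the 32 splits that exchange treatment labels within same-numbered pairs gave as many genes as the real split (1403 genes). The splits are a poor yardstick, since exchanging all day 10 labels turns the difference of the 2 effects into their sum, which gave 4959 genes, and the other 3 splits that reached the real count also exchanged at least 2 labels of a day. When days 2 and 10 were exchanged within same-numbered libraries instead, 1 of 4 ways, the real one, gave as many genes and the other 3 gave 0, but 4 ways cannot reach a share under 0.05. Leaving out each replicate in turn gave from 300 to 1220 genes, and the share with the more positive effect on day 10 ran from 38.2% to 71.3%. The splits of treatment labels are therefore not used for or against chance. The exchange of days is not used either. It has 4 ways and mixes both days within each group. Any difference between days would then widen the spread and lower the count, whether or not the effect of F/R/C changed. The direct test called 1041 genes at an adjusted p under 0.05, and at least 300 in every fit without 1 replicate. For the called genes as a set, these values argue against chance as the source of the difference between days. Its direction is less settled, since the share with the more positive effect depended on the libraries kept. A growing effect of F/R/C with time may be biological.

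A signal also appeared among the 739 transcripts that entered no comparison because GENCODE M21 does not list them. Of these, 525 had more than 3 reads in some library and 67 had more than 3 reads in all 45 libraries, and together they held from 0.218% to 0.643% of a library's reads. The candidate explanation is a later annotation release behind the files: 100.0% of the unmatched identifiers are numbered above the highest one in M21. No biological explanation was tested for them.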

How the results depend on the processing

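The 16 counts of genes were recomputed under 9 alternatives, and the 5 single values under theirs. Of these 170 values, 136 kept their direction and side of the threshold or stayed within 1.5 times the count reported. All 16 counts did so with RLE factors and with DESeq2. For the F/R/C effect on days 4 and 8, however, the larger side changed from lower to higher genes. With RLE factors 1198 genes were higher and 1082 lower on day 4, and 1744 higher and 1479 lower on day 8. With DESeq2 the numbers were 1342 and 1186 on day 4, and 1832 and 1575 on day 8. The cause of a change was not tested in any case below.

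Without a minimum fold change, 15 counts rose more than 1.5-fold. The counts against MEFs became 6317 (MyoD, day 2), 5899 (F/R/C, day 2), 5088 (MyoD, day 10) and 9216 (F/R/C, day 10). F/R/C effects became 1401, 4023, 4640, 5756 and 7108 on days 2 to 10 and 10654 averaged over days. Bulk iMPCs gave 3549 against day 10 with F/R/C and 5693 against bulk myoblasts. Pax7-positive iMPCs gave 8233 against Pax7-positive myoblasts and 8433 against bulk iMPCs (43.2% higher, 32.6% in the main result), and Pax7-positive myoblasts gave 2059 against bulk.

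With only the groups compared in the fit, the counts changed to 2019 (MyoD day 10 against MEFs), 1420 (F/R/C effect, day 2), 1265 (bulk iMPCs against bulk myoblasts), 3424 (Pax7-positive iMPCs against Pax7-positive myoblasts) and 0 (Pax7-positive against bulk myoblasts, with 1423 genes at an unadjusted p under 0.05). Adding the replicate block to that fit gave 1555, 1823, 199, 3064 and 0 (866 unadjusted) for the same comparisons. It gave 2120 for the effect of day 10 minus day 2 and 0 for bulk iMPCs against day 10 with F/R/C (4007 unadjusted). In the fit of all libraries the replicate block changed 1 count, day 10 minus day 2, to 1743. For the comparisons whose same-numbered libraries deviated independently (r from -0.04 to 0.09), that fit gave 4259, 3937, 3692 and 6292 genes against MEFs in the order above. It gave 3637 for bulk iMPCs against bulk myoblasts, and 5390 and 5490 for Pax7-positive iMPCs against Pax7-positive myoblasts and bulk iMPCs. For bulk iMPCs against day 10 with F/R/C it gave 1693, of which 1159 were among the 1658 reported. Of the 1693, 44.0% were higher, in place of 34.8%. These 2 groups have separate replicate terms. Their contrast therefore compares fitted levels of replicate 1 and not group means, and is no test of the 1658.

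Without a filter on low counts day 10 minus day 2 gave 649 genes, of which 605 were among the 1041, and 55.3% in place of 37.3% had the more positive effect on day 10. A mean of at least 1 CPM gave 2533 for the average over days. Limma on log2(TPM + 1) gave 1794 for that average and 3442 for Pax7-positive iMPCs against bulk iMPCs. It also moved the share of higher genes to 44.3% from 54.9% on day 2 of MyoD alone and to 24.6% from 35.4% in Pax7-positive against bulk myoblasts. The larger side also changed with limma for F/R/C against MEFs, to 47.5% higher from 56.2% on day 2 and to 45.9% from 54.7% on day 10. For bulk iMPCs against bulk myoblasts the share became 47.4% from 55.6%, and for the average over days 48.4% from 52.6%. For the F/R/C effect it became 49.4% from 53.5% on day 6 and 50.9% from 49.3% on day 8.

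Leaving out each replicate in turn gave from 300 to 1220 genes for day 10 minus day 2, from 423 to 678 for the F/R/C effect on day 2, from 2077 to 3884 for MyoD day 10 against MEFs and from 513 to 1428 for Pax7-positive against bulk myoblasts. The other 12 counts stayed within 1.5 times the count reported. The share of higher genes moved by more than 10 points in 5 of the 16 comparisons: from 38.2% to 71.3% for day 10 minus day 2 (37.3% reported), 48.3% to 60.6% for the F/R/C effect on day 8 (49.3%), 44.2% to 55.1% on day 10 (42.5%), 21.3% to 41.3% for bulk iMPCs against day 10 with F/R/C (34.8%) and 24.8% to 48.9% for Pax7-positive against bulk myoblasts (35.4%).

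The progenitor, proliferation and similarity differences passed the test and the differentiation difference did not, under every alternative run. The fibroblast difference passed with the panel median (0.76, p 9.9e-04) and with the replicate block (0.47, exact p 0.00507). It ran from 0.35 to 0.58 (p from 0.026 to 0.215) in the 30 fits that each left out one replicate. It was 0.23 (p 0.331) on log2(TPM + 1).

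For the 59 results on named genes, no alternative reversed a direction, and 47 kept their side of the adjusted p threshold throughout. Of 1173 values, 17 lost it and 3 gained it. Most of these results were picked from the called genes for a large fold change without overlap between replicates. A reversal was therefore unlikely in advance, and its absence says little about other genes. Lhx3 in bulk iMPCs against day 10 with F/R/C had adjusted p from 8.0e-05 (limma) to 0.133 (DESeq2). Pax7 in Pax7-positive iMPCs against Pax7-positive myoblasts passed in 3 of 15 alternatives, with adjusted p from 0.0100 (limma) to 0.207. The 127 genes without reads in both arms on some day limit the average over days: they cannot be called there whatever their level on other days.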

Other observations

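The tests below were chosen before their results were seen, but the depth pattern of Gm47283, the muscle transcripts of a MEF library and the genes of day 8 were noticed first, and the match of replicate numbers in the iMPC and myoblast groups was tested only after the values were seen.

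Other splits of the libraries were counted for each comparison, in fits of the libraries compared. For 13 comparisons of 3 libraries with 3, 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many genes as the real split; the highest count in another such split was 3, in Pax7-positive iMPCs against Pax7-positive myoblasts, and 0 in the rest. The other 6 splits leave 2 same-numbered libraries together in some group, and none reached the real count in these 13. For Pax7-positive against bulk myoblasts all 4 splits gave as many genes, since the real one gave 0 (1423 genes at an unadjusted p under 0.05); up to 4 genes were called in its other 6 splits. With 4 splits no share under 0.05 can be reached. For the average over days, 1 of 40 splits within same-numbered pairs, the real one, gave as many genes (3677, against at most 1220 in the others).

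A batch of libraries is a candidate explanation for part of what sets bulk iMPCs apart. Gm47283 had 0.269 to 1.07 CPM in the 4 deepest libraries and 3.42 to 213 CPM in the other 41. Across genes, the difference between bulk iMPCs and day 10 with F/R/C correlated with the deviation of bulk myoblast replicate 2 from the other two at r 0.195. The same correlation was -0.02 for replicate 1 and -0.14 for replicate 3, so replicate 2 exceeded the higher of them by 0.215. The 3 deviations sum to 0 in each gene, so a higher value in 1 replicate lowers the others and part of this gap is built in. The genes set wholly apart were 20.8 times as many with replicate 2 as with the next replicate (270 against 13). The count of genes set apart is in line with a sequencing or library batch, which the labels do not mention, though it rests on a single myoblast library; depth itself and the batch were not separated.

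Replicate numbers may mark separate starting cultures in the time course. Same-numbered deviations correlated at 0.264 on average. Single pairs of same-numbered libraries ran from -0.12 to 0.75, with 80% of them above 0.1. Between MEFs and MyoD alone r was 0.001 on day 2 and 0.03 on day 10, and with F/R/C -0.002 and 0.07. The shared deviations were thus not seen in the starting MEFs, which goes against this reading for them. The variance of the log2 ratio of Y-linked genes to Xist was 353 times larger between replicate numbers than within them. That ratio parts number 3 from the others and does not part numbers 1 and 2. Cultures with different sex composition are a candidate source of the shared deviations, but other differences between embryos or preparations were not tested. Numbering carried over to the iMPC groups, in 6 of 6 libraries. Across those and the myoblast groups 8 of 9 matched, because replicate 1 of the bulk myoblasts expressed Xist and replicate 1 of the Pax7-positive myoblasts the Y-linked genes. The Y-linked genes were expressed in replicate 2 alone of the bulk myoblasts and in replicates 1 and 2 of the Pax7-positive myoblasts. With this odd number, no exchange of labels among the myoblast libraries would make every same-numbered pair match. Such an exchange therefore cannot by itself explain the mismatch. Different animals and an exchange with a library outside these groups were not told apart. A paired reading of the myoblast groups is not backed by the data.

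MEF replicate 1 held transcripts of muscle genes. Its score on the differentiation panel was 2.95, against -1.42 and -1.63 in replicates 2 and 3. To compare profiles, 95 genes were taken with at most 3 reads in those replicates and more than 50 CPM on day 4 of MyoD alone. The profile of replicate 1 over these genes followed day 2 with F/R/C best (Spearman rho 0.926), 0.12 above the best group outside the time course (0.806). Carry-over of material from reprogrammed libraries may explain this. Against each of the other 42 libraries the chi-square per degree of freedom ran from 3.55, for replicate 3 of day 2 with F/R/C, to 96.5. The lowest value is above what counting noise alone gives for a single source, but duplicated reads would also raise it, so a single source is not excluded. Early MyoD activity in that culture could also raise muscle genes, but day 2 of MyoD alone was followed less closely (rho 0.802). The library also had 3.12 CPM of Y-linked genes, seen after the tests above, against at most 0.914 CPM in the other libraries with Xist. MyoD activity gives no reason for Y-linked reads, while carry-over from a library of replicate number 3 would; which library was the source was not resolved. Without this library the comparisons with MEFs gave 3395 and 3201 genes on day 2 and 2864 and 6113 on day 10, for MyoD alone and with F/R/C, all within 1.5 times the counts reported.

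F/R/C may act on signalling pathways, which was tested with lists of target genes written before the result was seen. A list of 8 tested Wnt targets was higher with F/R/C by 0.94 on the log2 scale over days 2 to 10 (permutation p 1.0e-05, the smallest possible; higher in 14 of 15 same-numbered pairs). A list of 10 TGF-beta targets had a difference of -2.23 (permutation p 1.0e-05; higher in 0 of 15 pairs), from -1.53 on day 2 to -2.89 on day 10. A list of 10 cAMP targets was higher by 0.29 (permutation p 8.6e-04; 13 of 15 pairs), but the difference shrank from 0.75 on day 2 to -0.18 on day 10. These p-values also take the days as independent and can be too small. The directions are the same with RLE factors and with log2(TPM + 1). They are consistent with a mixture that raises Wnt and cAMP signalling and blocks TGF-beta signalling, and target genes can also change with cell state, which was not tested apart.

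The fragment-length setting of the sorted libraries was weighed as an explanation for the sorted against bulk differences. If it produced the calls, genes with 1 transcript would be called less often than others of matched mean expression. They were called 1.03 times as often in Pax7-positive against bulk iMPCs and 1.46 times as often in Pax7-positive against bulk myoblasts. Some of these genes divide reads with other genes and are not spared. The 1570 genes with 1 transcript and whole counts in every library, a set chosen after these ratios were seen, were called 1.20 and 1.64 times as often. The setting is thus unlikely to be the main source of these calls, though it cannot be told apart from sorting for a single gene with several transcripts.

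On day 8 with F/R/C, 116 genes were called at least 4-fold higher than in MEFs, in MyoD alone on day 8 and in bulk iMPCs, and 7 at least 4-fold lower than in all 3. The 3 with the highest mean, chosen after their values were seen, were Nnat (387 ± 234 CPM against 31.7 CPM in bulk iMPCs), Sema6b (93.3 ± 17.1 against 17.1 CPM) and Moxd1 (58.2 ± 29.3 against 9.94 CPM). They stayed high on day 10 (312, 116 and 109 CPM), so the pattern is not confined to day 8. It may mark a state that established iMPCs have left, but the library batch of bulk iMPCs could produce the same pattern. In Pax7-positive iMPCs, which were not among the deepest libraries, 75.9% of the 116 genes were also at least 4-fold lower, although Nnat, Sema6b and Moxd1 were not (624, 38.5 and 121 CPM). Only 32 of the 116 genes averaged more than 5 CPM on day 8 with F/R/C, so this share rests largely on genes at low levels. The 32 genes were mixed: Cpm and Mycn were not 4-fold lower either, whereas P2rx1 and Lyve1 were. Sorted cells also differ from bulk cultures in their differentiation score (6.31 against 10.21 in bulk iMPCs), so batch, cell type and such a state cannot be told apart.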
